# miRNA Profiles of Tubular Cells: Diagnosis of Kidney Injury

**DOI:** 10.1155/2015/465479

**Published:** 2015-04-30

**Authors:** Naoko Kito, Kosuke Endo, Masahiro Ikesue, Huachun Weng, Naoharu Iwai

## Abstract

MicroRNAs (miRNAs) are small noncoding RNAs of 18–23 nucleotides that regulate gene expression. Recently, plasma miRNAs have been investigated as biomarkers for various physiological and pathological conditions. The present study details the conserved miRNA expression profiles of tubular tissues, and discusses whether they could be used to distinguish between proximal tubule injury, diagnose acute kidney injury (AKI), and the early-stage renal tubular dysfunction. miRNA expression was assessed with miRNA array and real-time reverse transcription polymerase chain reaction using the TaqMan system. The expression profiles of miR-200a/b/c, miR-145, miR-192, miR-194, miR-216a/b, miR-217, and miR-449a in human and rat tubular tissues such as the kidneys, lung, small intestine, and various exocrine glands were adequate for discriminating tubular tissues. In the kidney, miR-192 and miR-194 were highly expressed, whereas miR-145 and miR-449a were absent. miR-145 and miR-449a were relatively specifically expressed in small intestine and lung, respectively. Therefore, the combined levels of miR-200a/b/c, miR-192, and miR-194 in plasma were very useful in diagnosing AKI induced by contact freezing in mice. Moreover, urinary miR-200a levels were useful for the diagnosis of renal tubular dysfunction in Dahl salt-sensitive rat with high salt administration. Our results indicate that miRNA expression profiles are useful as biomarkers for identification of various kidney injuries.

## 1. Introduction

MicroRNAs (miRNAs) are small noncoding RNAs, comprising approximately 18–23 nucleotides, which bind to the 3′-untranslated region of messenger RNAs to repress translation or promote degradation [1, 2]. miRNA profiles reflect various physiological and pathological conditions [3, 4]. They are expressed in a tissue- or cell-specific manner [5]. The expression levels of miRNAs change in accordance with the various physiological processes [6, 7], and most of the human protein-coding genes are thought to be targeted by miRNAs [8, 9]. The distributions of major miRNAs are highly conserved across species, and miRNAs are thought to have potential as clinically relevant biomarkers. Recently, more than 2000 human miRNAs have been identified (http://www.mirbase.org/). The presence of miRNAs in various body fluids has been reported [8, 10, 11], and the use of these miRNAs as biomarkers for tissue injury has been attempted. Plasma miRNAs are contained into the RNA-induced silencing complex and into exosomes and/or microparticles [12–14]. We have previously reported the use of plasma miRNAs for determining myocardial infarction [12, 14] and cerebral infarction [15].

In the present study, we searched for conserved miRNA profiles in tissues with a similar structure and for miRNAs that could discriminate the proximal tubule. The proximal tubule, part of the duct system of the nephron in the kidney, has a tubular structure as its name suggests. In addition, the kidney has other regions with a tubular structure: the distal tubule and collecting duct. The blood vessels and intestines also have tubular structures. Other tissues, including the lung, liver, and exocrine glands, have segments with a tubular structure. The lung has bronchial tubes and pulmonary alveoli. The liver and exocrine pancreas share a common structure, with functioning units connected to the ductal tree [16], and the structure of the salivary gland closely resembles a pancreas. Thus, we determined the miRNA profiles of tissues with a tubular structure and assessed their ability to discriminate tissues with a tubular structure. We also assessed whether the expression profiles were useful for the diagnosis of kidney injury.

## 2. Materials and Methods

### 2.1. Total RNA from Human Samples

Human RNAs from various tissues (pancreas, salivary gland, prostate, lung, trachea, kidney, colon, spleen, liver, brain, heart, and skeletal muscle) were obtained from Clontech-Takara (CA, USA) and total RNAs from cell samples (proximal tubule and mesangial cells) were obtained from ScienCell Research Laboratories (CA, USA).

### 2.2. Total RNA from Rat Samples

Tissues (kidney, pancreas, salivary gland, prostate, lacrimal gland, lung, bile duct, liver, heart, skeletal muscle, spleen, and small intestine) were harvested from male and female SD rats (4 weeks old) purchased from Japan SLC (Shizuoka, Japan). Total RNA was extracted from rat tissues with TRIzol reagent (Invitrogen, CA, USA) as described previously [17]. To assess cell-specific miRNA expression in rats, the trachea, mammary gland, small intestine, and kidney were removed and immediately immersed in dry ice/ethanol with optimal cutting temperature compound and stored at −80°C. Samples were sectioned at 6 *µ*m and mounted on polyethylene naphthalate membrane slides for microdissection on a cryostat at −20°C. Slides were fixed by immersion in 95% ethanol for 30 s. Cresyl violet and eosin Y solutions were mixed and directly applied to the sections. The sections were incubated for 20–30 s, rinsed twice (1 min each) in 95% ethanol, dehydrated in 100% ethanol twice (1 min each), and washed twice (9 min each) with xylene to remove the alcohol. Then, the bronchial gland, mammary gland, intestinal villus, proximal tubule, and glomerulus were isolated from tissue sections using laser microdissection (LMD, Leica LMD 7000; Leica Microsystems, Germany). Samples were collected into the 1.05× denaturing solution from the mirVana PARIS Kit (Ambion, TX, USA), mounted onto the collection device, and purified according to the manufacturer's instruction [17].

### 2.3. miRNA Array Analysis

Expression profiling of miRNAs was performed using the ABI TaqMan MicroRNA Array kit (Applied Biosystems, CA, USA), according to the manufacturer's instructions. As an endogenous control, U6 small nuclear RNA, included in the TaqMan MicroRNA Array, was used. The ABI Prism 7900 HT Sequence Detection System (Applied Biosystems) was used for amplification and detection. *C*_*P*_ values were obtained from the amplification plot using the SDS software and RQ Manager (Applied Biosystems), as described previously [18]. The miRNA array data and the array definition have been submitted to Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE66134 for human samples and GSE66195 for rat samples. *C*_*P*_ values of >35 were considered below the detection level of the assay; therefore, only miRNAs with a *C*_*P*_ of ≤35 were included in the analysis. The clustering analysis was performed using Cluster 3.0 [19] and Java Treeview [20] software programs.

### 2.4. Validation of miRNA Expression in Tissue RNA

The miRNA array system was used as a screening tool, and the results were validated with real-time reverse transcriptase-polymerase chain reaction (RT-PCR) using a TaqMan microRNA RT-PCR kit (Applied Biosystems). The real-time RT-PCR was performed using a 7500 Fast Real-Time PCR System (Applied Biosystems). *C*_*P*_ values were obtained from the amplification plot using SDS software (Applied Biosystems). In addition, to investigate the reliabilities of commercially available kits, real-time RT-PCR was performed using reference samples containing known amounts of synthetic miRNA. The concentrations of miR-200a/b/c were estimated based on the analytical curve for synthetic miRNA.

### 2.5. Assessment of Plasma miRNAs as Biomarkers for Acute Kidney Injury and Renal Tubular Dysfunction

Acute kidney injury (AKI) was induced in mice by contact freezing the kidney surface with dry ice as described previously [21]. Male C57BL/6J mice (8 weeks old) were purchased from SLC Japan (Shizuoka, Japan). The mice were maintained in a temperature-controlled room with a 12 h light/12 h dark cycle and were fed standard mouse chow (Oriental Yeast, Tokyo, Japan) and tap water ad libitium. Venous blood samples were collected into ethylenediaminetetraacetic acid- (EDTA-) containing vials at 6 h after the contact freezing or sham operation (*N* = 8 per group). Plasma was isolated by centrifugation at 1600 ×g for 15 min at 4°C. Plasma RNA was isolated using the mirVana PARIS kit (Ambion). As an internal reference, a known amount of synthetic miRNA was added, as described previously [12, 17, 22].

The Dahl salt-sensitive (DS) rat was used as renal tubular dysfunction model. A high-salt diet increases blood pressure, urinary protein excretion, and renal interstitial fibrosis in DS rats [23]. Moreover, macrophage infiltration, T-cell infiltration, and urinary albumin excretion, namely, renal tubular dysfunction, are induced within a week after administration. DS rats (4 weeks old) were purchased from SLC Japan. The rats were maintained in a temperature-controlled room with a 12 h light/12 h dark cycle. They were fed a low- (control group, *N* = 6: 0.03%) or high- (kidney injury group, *N* = 6: 8%) salt rat diet (Oriental Yeast) and tap water ad libitum. The spot urine was collected at days 0, 1, 3, 6, and 10. Urinary RNA was isolated using the mirVana PARIS kit (Ambion). As an internal reference, a known amount of synthetic miRNA was added to the urine samples. Urinary albumin and creatinine were measured by Monolis Co., Ltd. (Tokyo, Japan). After 10 days of treatment, the rats were sacrificed, venous blood samples were collected into EDTA-containing vials for miRNA measurements, and the kidneys were resected for histological examination.

The present study was conducted in accordance with the guidelines of the National Cerebral and Cardiovascular Center for the care and use of experimental animals and the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Adequate measures were taken to minimize the animals' pain and discomfort.

### 2.6. Histological Examination

Kidney tissue was fixed in 10% formaldehyde and embedded in paraffin. Sections were prepared and stained with hematoxylin and eosin and Masson's trichrome. Tubulointerstitial injury in the renal cortex was assessed according to the percentage area of fibrosis, estimated using Masson's trichrome-stained sections. For each kidney, 10 microscopic fields (×400 magnification) were randomly chosen under a fluorescence microscope (Nikon, Japan), and the area of renal fibrosis was measured and analyzed using analysis software (ImageJ; National Institutes of Health, MD, USA).

### 2.7. Statistical Analysis

Data were presented as the mean ± SD. For statistical analysis, analysis of variance, regression analysis, and contingency table analysis were performed using the JMP statistical analysis package (SAS Institute, NC, USA).

## 3. Results

### 3.1. miRNA in Tissues with Tubular Structures

In human tissues, the results of the miRNA array analysis showed that miR-200a, miR-200b, and miR-200c (miR-200 family) were highly expressed in the kidney, lung, salivary gland, trachea, colon, prostate, liver, and pancreas (Figure 1). To examine the miR-200 family in the kidney, miRNA array analysis was performed to compare expression in the proximal tubule and mesangial cells. Members of the miR-200 family were highly expressed in the proximal tubule.

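Each of the 12 rat tissues was measured in 1 library on TaqMan card A and 1 on card B, so no difference between tissues can be set against replicate libraries. On these cards each well holds the assay of a single miRNA or control RNA. The authors deposited the *C*_*P*_ values of the wells before normalization to U6, with 3 wells of mammary gland on card B left without a value. *C*_*P*_ is the PCR cycle at which fluorescence crosses the threshold, so a lower *C*_*P*_ means more template, and wells without amplification are listed at 50. Each card has 384 numbered positions. The files of values do not pair these positions with miRNAs, and the array definition that the authors submitted with the data was not used here, so values are given by position and not for U6 or any named miRNA.
At the detection limit of the paper (*C*_*P*_ of at most 35), a median of 219 positions was detected on card A, from 129 in pancreas to 253 in lung. On card B the median was 142.5, from 76 in lacrimal gland to 226 in lung, and it was 81 with a stricter limit of 32. On both cards positions 11, 12, 35, and 36 gave nearly the same *C*_*P*_ within a library. Mammary gland on card B could not be judged, as only 1 of these wells carried a value. These 4 repeated positions were found from their values. Their SD within a tissue library was between 0.061 and 0.841 cycles on card A, which gives the spread between wells for an abundant RNA only. The pancreas, salivary gland, prostate, lacrimal gland, and bile duct had *C*_*P*_ values above 43 on both cards and are called longer runs. Card B had 106 ± 21.9 (SD, n = 5 tissues) detected positions in the longer runs and 188 ± 33.1 (SD, n = 7) in the shorter runs (two-sided exact permutation test, p = 0.00253). On card A these numbers were 195 ± 39.0 and 227 ± 25.1 (two-sided exact permutation test, p = 0.0985), and the difference was 2.46 positions with values up to *C*_*P*_ 40 kept (two-sided exact permutation test, p = 0.883).
Rows were then compared between all 17 rat libraries, microdissected samples included. On card A the Spearman correlation of *C*_*P*_ across positions was between 0.488 and 0.889 for every pair of libraries. On card B it was between 0.595 and 0.853 among kidney, prostate, lung, liver, heart, skeletal muscle, spleen, and small intestine. Between these 8 libraries and the others apart from mammary gland it was between 0.0017 and 0.155, and among those others it was between 0.236 and 0.817. Positions were therefore compared across tissues on card A only, a choice made after the values were seen. All shorter-run tissues are among the 8 libraries, and of the longer-run tissues only prostate is. The numbers detected on card B in longer and shorter runs may thus not count the same assays. The *C*_*P*_ values of card A were scaled by subtracting the median over the 84 positions detected in all 12 tissues, the 4 repeated positions left out.

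**Figure D1:**
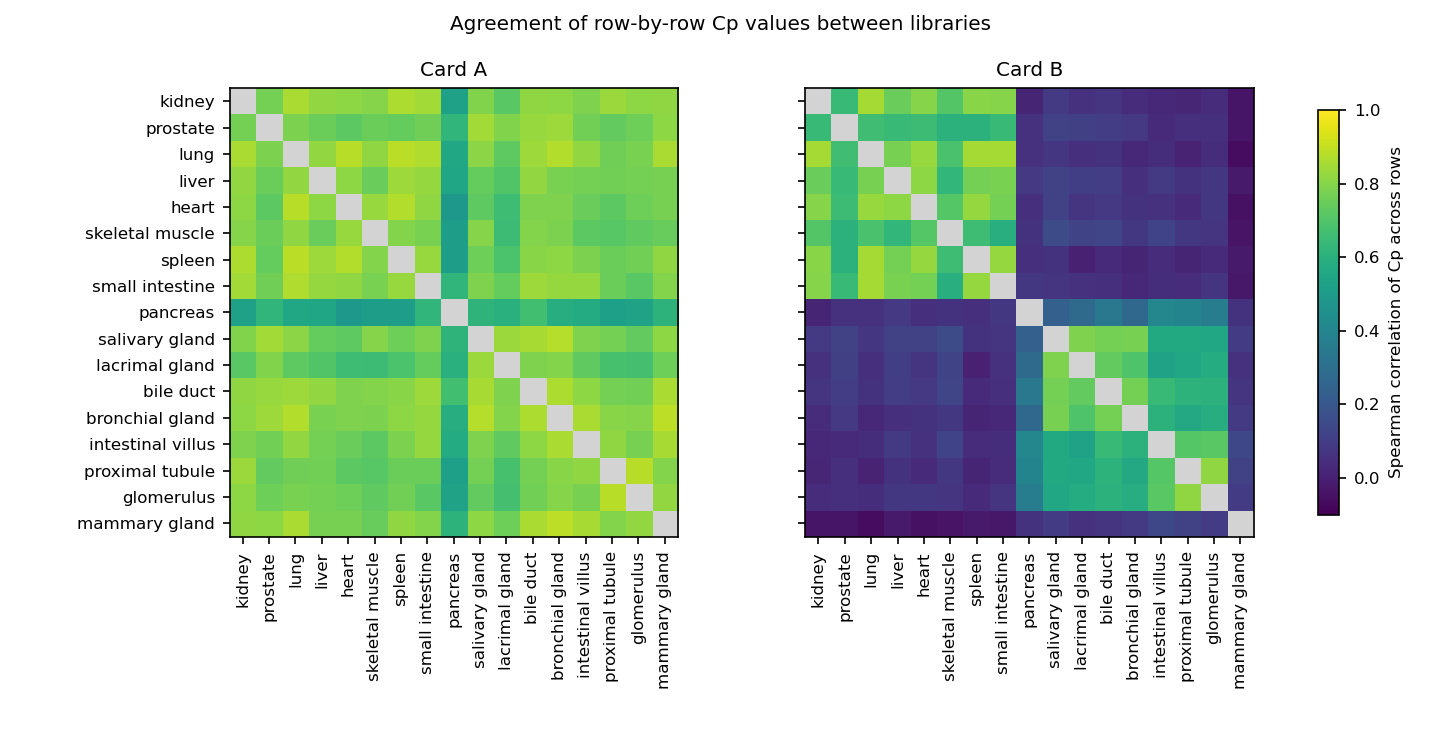
Spearman correlation of *C*_*P*_ across positions for each pair of the 17 rat libraries, on card A (left) and card B (right), with the color scale in correlation units and a library's correlation with itself in grey. On card A every pair is at 0.488 or higher, and on card B the 8 libraries at the top correlate with one another but not with the 9 below.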

To investigate the distributions of the miR-200 family and identify combinations of miRNAs for tissue discrimination, miRNA array analysis was performed using rat tissues, including the kidney, pancreas, bile duct, salivary gland, prostate, lacrimal gland, lung, liver, heart, skeletal muscle, spleen, and small intestine. 

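Without the 4 repeated positions, 380 positions of card A were searched for those with a lower scaled *C*_*P*_, that is, higher expression, in every tissue of one group than in every tissue of another. In 5 positions expression was higher in each of lung, kidney, small intestine, bile duct, prostate, pancreas, and the lacrimal and salivary glands than in each of liver, heart, skeletal muscle, and spleen, the grouping in the legend of Figure 2(a). The mean difference between the groups at these positions was between 6.04 and 7.87 cycles. The gap between the nearest tissues of the groups was between 1.13 and 3.65 cycles. With single libraries these differences have no replicate error to be set against. Undetected wells were set to 35, and 4 of the 5 positions were detected in all 4 tissues with lower expression. Of the 495 ways to choose 8 of the 12 tissues, 2 gave at least 5 positions, this one included. The grouping was made by the paper on these same libraries and is not independent of them. The other such choice had pancreas, salivary gland, prostate, and lacrimal gland as the 4 tissues with lower expression. Without scaling there were also 5 positions, and 12 of the 495 choices gave as many.
The 5 longer runs all belong to the 8 tissues with higher expression. With these 5 kept among the 8, only kidney, lung, and small intestine gave 5 positions among the 35 ways to choose 3 of the 7 shorter runs to join them, and no other choice gave more than 2. With the mean of the repeated positions as the scale, 2 of the 35 choices gave as many as this one. When the longer runs were left out, 7 positions were higher in kidney, lung, and small intestine than in the other 4 tissues, and 12 of the 35 choices gave as many. The division by run length itself gave 3 positions higher in all longer runs, which 10 of 792 choices reached, and in the opposite direction 7 positions higher in all shorter runs, which 1 of 792 reached. The tissue classes fixed before the data were examined set 9 tissues with a tubular structure, liver included, against heart and skeletal muscle. They also gave 5 positions, and 8 of the 55 ways to choose 9 of these 11 tissues gave as many. Without pancreas, the class comparison gave 18 positions, and 1 of 45 choices gave as many. None of these positions was assigned to a miRNA.

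**Figure D2:**
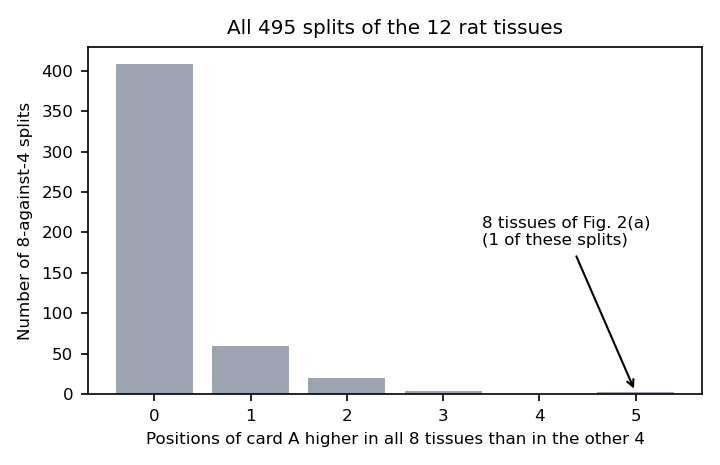
Number of the 495 ways to choose 8 of the 12 rat tissues (vertical axis) that gave each number of card A positions with higher expression in all 8 than in the other 4 (horizontal axis). The 8 tissues of Figure 2(a) gave 5 positions, and 409 choices gave 0.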

Members of the miR-200 family were highly expressed in the kidney, lung, small intestine, and exocrine glands (Figure 2(a)). 

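Glomerulus, proximal tubule, intestinal villus, and the mammary and bronchial glands, isolated by laser microdissection, were each measured in 1 library per card after 12 cycles of preamplification. On card A, 252 positions were detected in bronchial gland, 234 in mammary gland, 221 in intestinal villus, 190 in proximal tubule, and 181 in glomerulus. On card B the numbers were 149, 118, 156, 131, and 130 in the same order. In mammary gland 3 wells of card B carried no value, all of them repeated positions. With 1 library per compartment, differences between compartments have no replicate error.
The *C*_*P*_ values of proximal tubule and glomerulus lay close to whole cycles. In proximal tubule, 88.2% of the 212 amplified wells on card A were within 0.05 cycles of a whole number (95% Wilson confidence interval 83.2% to 91.9%), and 75% were on card B (67.6% to 81.2%). In glomerulus the shares were 86.6% (81.3% to 90.6%) and 74% (66.4% to 80.4%). Evenly spread values would give 10%. The other 15 libraries had shares from 8.65% to 31.0% on card A and from 5.77% to 25.3% on card B. These intervals cover counting error only. A difference between proximal tubule and glomerulus is therefore mostly resolved in steps of 1 cycle.

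**Figure D3:**
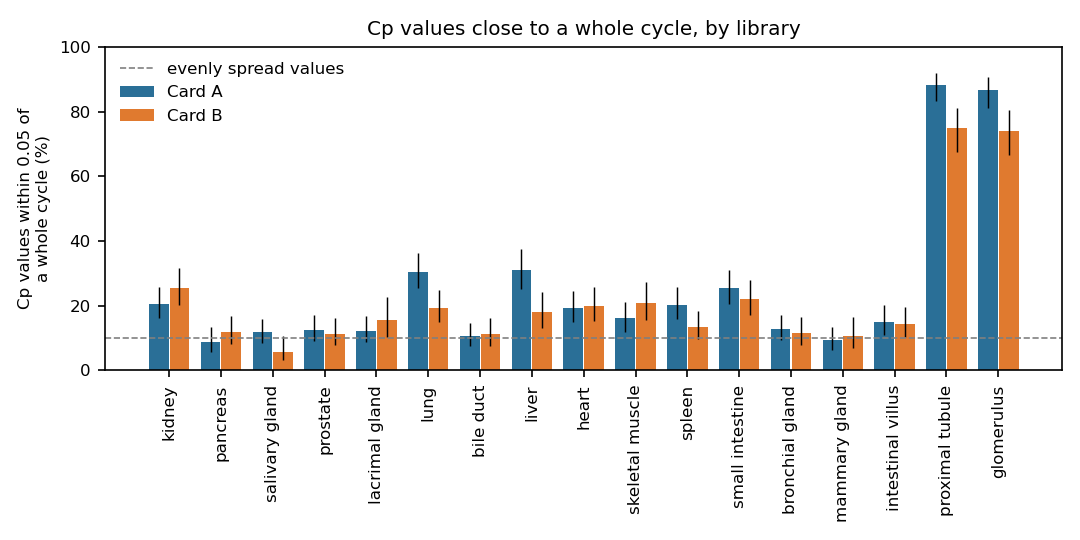
Percent of amplified wells with a *C*_*P*_ within 0.05 cycles of a whole number in each of the 17 rat libraries (bars, card A in blue and card B in orange), with 95% Wilson confidence intervals and a dashed line at the 10% of evenly spread values. Proximal tubule and glomerulus lie between 74% and 88.2%, and no other library exceeds 31.0%.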

The distributions of the miR-200 family members were investigated using an LMD system. miRNA analysis was used to assess miRNA expression in the tissue compartments, including the bronchial gland, mammary gland, intestinal villus, renal tubular cells, and glomerulus (Figure 2(b)). As expected, members of the miR-200 family were highly expressed in exocrine glands and epithelial cells. Furthermore, the levels of miR-200a/b/c were higher in the proximal tubule than in the glomerulus.

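Over both cards, 269 positions were detected in both proximal tubule and glomerulus, 44 only in proximal tubule, and 34 only in glomerulus, the repeated positions left out. Each card was scaled to the median of the positions detected in both samples. Because of the steps of 1 cycle, only differences over 0.5 cycles were counted, a choice made after the values were seen. Expression was higher in proximal tubule at 88 positions and higher in glomerulus at 101, and 80 positions lay within 0.5 cycles. The differing positions were thus higher in proximal tubule in 46.6% of cases (95% Wilson confidence interval 39.6% to 53.7%), and the SD of the difference over positions was 1.79 cycles. Scaling to the median of these same positions largely balances the 2 directions by construction. Neither the share nor its interval can therefore tell whether more positions were higher in one sample. When every difference was counted, however small, the share was 54.6%. Without scaling, the counts over 0.5 cycles were the same, 88 and 101. The median scale differed between the samples by only -0.00739 cycles on card A and -0.0163 on card B. Unscaled values carry any difference in template between the samples. When the mean of the 4 repeated positions was used as the scale, 43 positions were higher in proximal tubule and 182 in glomerulus, or 19.1%. The repeated positions came 0.991 cycles later in glomerulus on card A and 1.43 cycles later on card B. The choice of scale thus changed which sample had the higher value at positions that differed by about a cycle. These numbers describe 1 library of each compartment, and no test between compartments was possible. The files do not pair positions with miRNAs, and so the differences of miR-200a, miR-200b, and miR-200c are not given here.

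**Figure D4:**
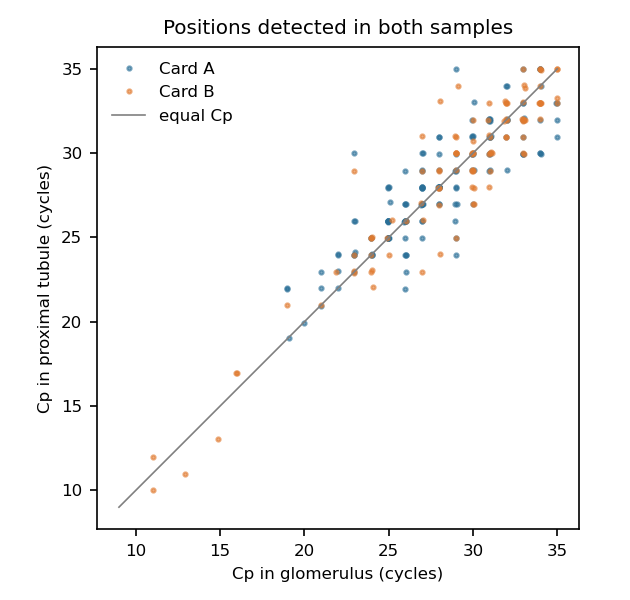
*C*_*P*_ (cycles) of each position detected in both samples, in glomerulus (horizontal axis) and proximal tubule (vertical axis), for card A (blue) and card B (orange), with a line of equal *C*_*P*_. Points below the line had higher expression in proximal tubule before scaling, and most values lie near whole cycles.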

The expression of miR-200a, miR-200b, miR-200c, miR-192, miR-194, and miR-449a was validated with real-time RT-PCR in rat tissues in order to discriminate the kidney from other tissues with a tubular structure. Members of the miR-200 family were expressed at high levels in each tissue with a tubular structure (Figures 3(a)–3(c)). In particular, they were highly expressed in the lacrimal gland and salivary gland. On the other hand, miR-192 and miR-194 were highly expressed in the kidney and small intestine, and miR-449a was highly expressed in the lung (Figures 3(d) and 3(e)).

To confirm that a combination of miRNAs could discriminate tubular tissues, clustering analysis was performed with human samples (Figure 1). Tubular tissues were clearly discriminated from tissues without a tubular structure (brain, heart, and skeletal muscle). Furthermore, classification of the lung and trachea into the same branch showed histological consistency.

### 3.2. Assessment of Plasma miRNAs as Biomarkers of Acute Kidney Injury in Rodent Models

We assessed whether the plasma concentrations of miR-200a, miR-200b, and miR-200c could be used as a biomarker for acute kidney injury (Figure 4). AKI was induced in mice by contact freezing with dry ice. Visual inspection at sacrifice confirmed the induction of necrosis in the cortex. A significant increase in plasma miR-200a/b/c, miR-192, and miR-194 levels was observed in the AKI model.

### 3.3. Assessment of Urinary miRNAs as Biomarkers for the Early Stage of Chronic Kidney Disease in Rodent Models

We assessed whether the urinary concentrations of miR-200a and miR-200c could be used as a biomarker for renal tubular dysfunction (Figure 5). A high-salt diet induced urinary albumin excretion after day 3 of administration, but fibrosis was not observed (Figures 5(a) and 5(b)). Plasma miR-200a was not detected (data not shown). On the other hand, urinary miR-200a increased after day 3 of administration (Figure 5(c)). miR-200c was not detected in urine.

## 4. Discussion

Members of the miR-200 family are highly expressed in the kidney and lung. Our results showed that miR-200 family members were expressed at high levels in various tissues with a tubular structure: the kidney (proximal tubule and collecting duct), lung, pancreas (duct cells), small intestine (intestinal villus), bile duct, and exocrine glands (duct cells). These results suggest that the miR-200 family is closely associated with tubular structure. In multicellular organisms, epithelial tubular tissues are essential structures in many organs, including the lung, gut, kidney, and exocrine glands. Regulation of renal development by miRNAs is a developing field of research [24]. Patel et al. have reported that miR-200 family members play important roles in renal tubule maturation by repressing* Pkd1* in the kidney [25]. The 3′-UTR of* Pkd1* contains two evolutionarily conserved miR-200b/c binding sites. Downregulation of miR-200 family members might underlie kidney cyst formation in Dicer mutant kidneys. Furthermore, the decreased expression of miR-192 seems to correlate directly with tubulointerstitial fibrosis and a low glomerular filtration rate, and* TGF-β* suppresses miR-192 expression in cultured proximal tubular cells [26]. The miR-200 family consists of five members (miR-200a, miR-200b, miR-200c, miR-141, and miR-429), which are clustered and expressed as the miR-200b-200a-429 cluster at chromosomal location 1p36 and the miR-200c-141 cluster at chromosomal location 12p13. It has been suggested that different cell lines regulate miR-200 expression through distinct epigenetic mechanisms [27]. In the present study, the expression of miR-200c was higher in the lacrimal gland and salivary gland than in other tubular tissues. The lacrimal gland and salivary gland are formed from the ectoderm, and the expression ratio of miR-200a/b and miR-200c might depend on the germ layer.

Members of the miR-200 family are commonly expressed in tubular tissues, and it is impossible to classify these tissues using only the miR-200 family. Thus, in the present study, we characterized tubular tissues by measuring the expression of other miRNAs. Several tissues with a tubular structure were easily discriminated. miR-122 is a well-known liver-specific miRNA [11], and a number of studies have reported the usefulness of miR-122 as a biomarker for liver injury [28, 29]. Indeed, miR-122 was highly expressed in the liver and bile duct in our study. Previous studies have reported that miR-216a, miR-216b, and miR-217 are specifically expressed in the pancreas; these miRNAs were useful as biomarkers for pancreatic injury [30]. miR-192 and miR-194 were highly expressed in the kidney and in the small intestine. We previously described the miRNA profiles of muscle tissues and reported that the plasma concentration of miR-145 was increased in ischemic colitis [18]. Therefore, the absence of miR-145 and other muscle-specific miRNAs, that is, miR-133a and miR-133b, might clarify kidney injury. In addition, we identified miR-449a as a lung-specific miRNA in rodents in the present study. Furthermore, the results of the clustering analysis of human samples showed that an appropriate combination of miRNAs could discriminate tissues with a tubular structure. Although the human samples used in present study were pooled from varying numbers of individuals of random age and sex, all samples came from Caucasians (see GEO accession number GSE66134). Therefore, an effect of race is possible. However, the miRNAs identified in this study showed similar expression patterns in humans and rats. Thus, the expression of these miRNAs appears to be conserved across species, indicating that the effect of race can be excluded.

We assessed whether the miR-200 family could be used as a biomarker for kidney injury. In AKI, proximal tubules exhibit severe necrosis, and miRNAs leak into the blood. Consistently, the plasma concentrations of the miR-200 family members and miR-192 and miR-194 increased significantly. On the other hand, injury to proximal tubules progresses slowly in renal tubular dysfunction. Although morphological changes were not observed and miR-200a was not detected in plasma, macrophage infiltration was induced [23]. In the case of the renal tubular dysfunction, an increase in urinary albumin excretion was used clinically for diagnosis. In our results, urinary miR-200a also increased, and the sensitivity was similar to that of urinary albumin excretion. In the future, we will assess the potential of the urinary miR-200 family as biomarkers of the renal tubular dysfunction in humans.

## 5. Conclusion

We found that a combination of miRNAs was useful for the discrimination of tissues with a tubular structure. Our results suggest that the expression pattern of tubular tissue-specific miRNAs can accurately distinguish various diseases.

## Figures and Tables

**Figure 1:**
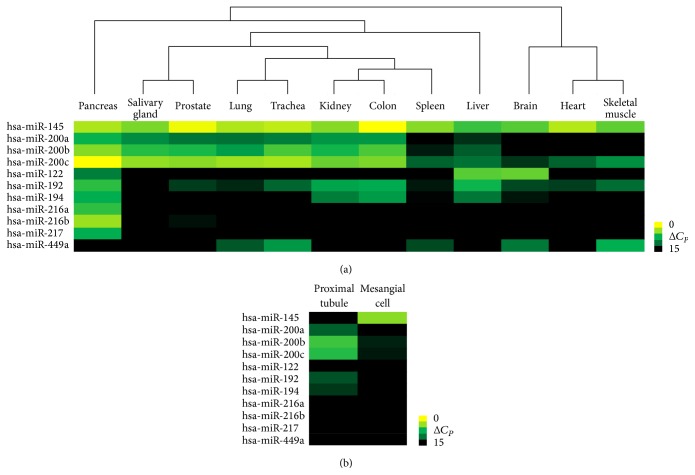
Heat map of microRNA (miRNA) expression in human tissues. (a) The expression profiles of 377 miRNAs in human tissues were examined with miRNA array analysis. Cluster analysis was performed with miR-122, miR-145, miR192, miR-194, miR-216a, the miR-200 family members, miR-217, and miR-449a. miR-200a, miR-200b, and miR-200c were highly expressed in the kidney, salivary gland, prostate, and colon. In addition, miR-200b and miR-200c were expressed in the lung, pancreas, and trachea. The cluster analysis discriminated between tubular tissues and tissues without a tubular structure (brain, heart, and skeletal muscle). Moreover, the lung and trachea were classified into the same branch. (b) The expression profiles of the 377 miRNAs in the human proximal tubule and mesangial cells were compared. Members of the miR-200 family were highly expressed in the proximal tubule.

**Figure 2:**
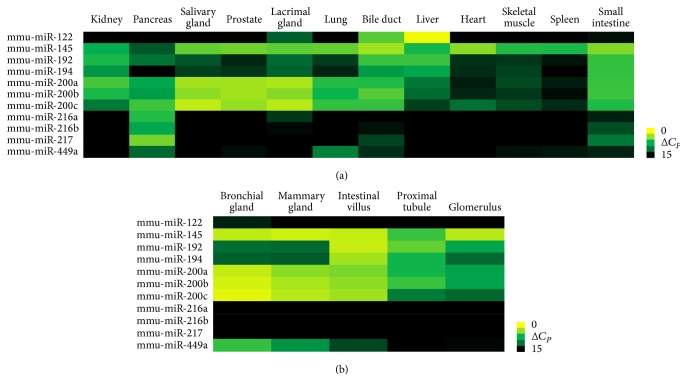
Heat map of miRNA expression in rat tissues. (a) The expression profiles of 641 miRNAs in rat tissues were examined with miRNA array analysis. miR-200a, miR-200b, and miR-200c were highly expressed in the kidney, pancreas, salivary gland, prostate, lacrimal gland, lung, bile duct, and small intestine. Moreover, miR-122, miR-145, miR192, miR-194, miR-216a, the miR-200 family members, miR-217, and miR-449a exhibited a characteristic expression pattern in each tissue. (b) Small tissues consisting of epithelial cells were collected by laser-capture microdissection, and the miRNA expression profiles were examined. miR-200a, miR-200b, and miR-200c were highly expressed in these tissues. When the proximal tubule and glomerulus were compared, the expression of miR-200a, miR-200b, and miR-200c was higher in the proximal tubule than in the glomerulus.

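Tissue-restricted positions on card A were counted as those in which the scaled *C*_*P*_ of a tissue was at least 3 cycles lower than in each of the other 11 tissues. This lead was chosen after the data were seen. There were 26 such positions among 380. Pancreas had 12, lacrimal gland 5, skeletal muscle 4, and prostate, lung, liver, spleen, and small intestine 1 each. Kidney, salivary gland, bile duct, and heart had none at this setting. The largest lead was 20.7 cycles, in pancreas, of which 15.1 cycles were present without scaling. It rests on 1 well with a *C*_*P*_ of exactly 17, the only exactly whole value of this card. The earliest repeated position in pancreas came at 21.8. The largest leads in lung and small intestine were 9.88 and 9.42 cycles, and 12.8 and 10.7 cycles without scaling. A lead over tissues in which the well was undetected is a lower bound. The numbers moved with the scale, which was latest in pancreas (31.2 cycles, against 24.1 in lung). Undetected wells were set to the detection limit before the scale was subtracted. Wells undetected in pancreas thus got low scaled values, which by construction limits the leads of other tissues. A low number at this setting cannot show that a tissue has few restricted positions. Without scaling, pancreas led 4 positions, lung 9, bile duct 4, prostate 3, spleen 2, and kidney 1. Skeletal muscle fell to 2, and the remaining tissues kept their numbers. Unscaled values carry any difference in template between the libraries. With the mean of the repeated positions as the scale, heart led 1. With a limit of 32, lacrimal gland led 1. With values up to *C*_*P*_ 40 kept, 42 positions were led by 1 tissue, 1 of them by kidney. Salivary gland led none under any of these settings.
Pairs of tissues led all others by at least 3 cycles in 9 positions. Heart and skeletal muscle shared 3, with a lead of up to 8.29 cycles. Pancreas and small intestine also shared 3, and liver and bile duct shared 1, with a lead of 5.07 cycles. Pancreas shared 1 position each with salivary gland and bile duct. The pancreas pairs moved with the setting. With a limit of 32, pancreas shared 1 position with small intestine and none with bile duct. With the mean of the repeated positions as the scale, it shared none with salivary gland and 2 with lacrimal gland. Heart and skeletal muscle shared 3 and liver and bile duct 1 under both of these settings. Kidney and small intestine shared none under any setting. The libraries are single, so these leads have no replicate check. From the patterns of a set of named miRNAs, the paper states that a combination of miRNAs was useful to discriminate tissues with a tubular structure.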

**Figure 3:**
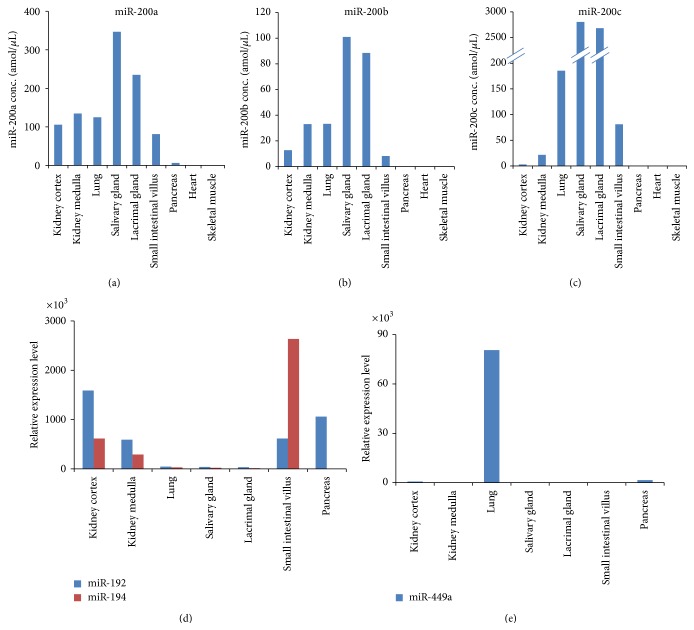
Validation of miR-200a, miR-200b, and miR-200c expression in rat tissues. The expression of (a) miR-200a, (b) miR-200b, and (c) miR-200c in rat tissues was validated with real-time reverse transcriptase-polymerase chain reaction (RT-PCR). High expression of the miR-200 family members was observed in each tissue. miR-200c was highly expressed in the lacrimal gland and salivary gland. (d) miR-192, miR-194, and (e) miR-449a were also included in the validation process. miR-192 and miR-194 were highly expressed in the kidney and small intestine, and miR-449a was highly expressed in the lung.

**Figure 4:**
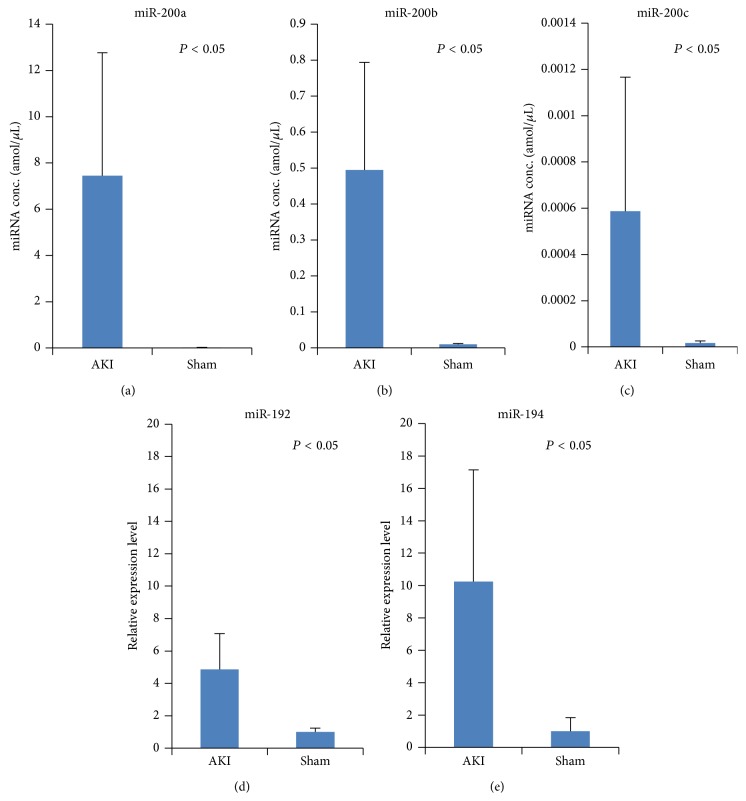
Assessment of plasma miR-200a, miR-200b, and miR-200c in a mouse model of acute kidney injury (AKI). The concentrations of (a) miR-200a, (b) miR-200b, (c) miR-200c, (d) miR-192, and (e) miR-194 were measured with real-time RT-PCR 6 h after AKI was induced by contact freezing with dry ice. All miRNAs were significantly increased in the AKI model. The columns with bars represent the mean ± SD. ^*∗*^ *P* < 0.05.

**Figure 5:**
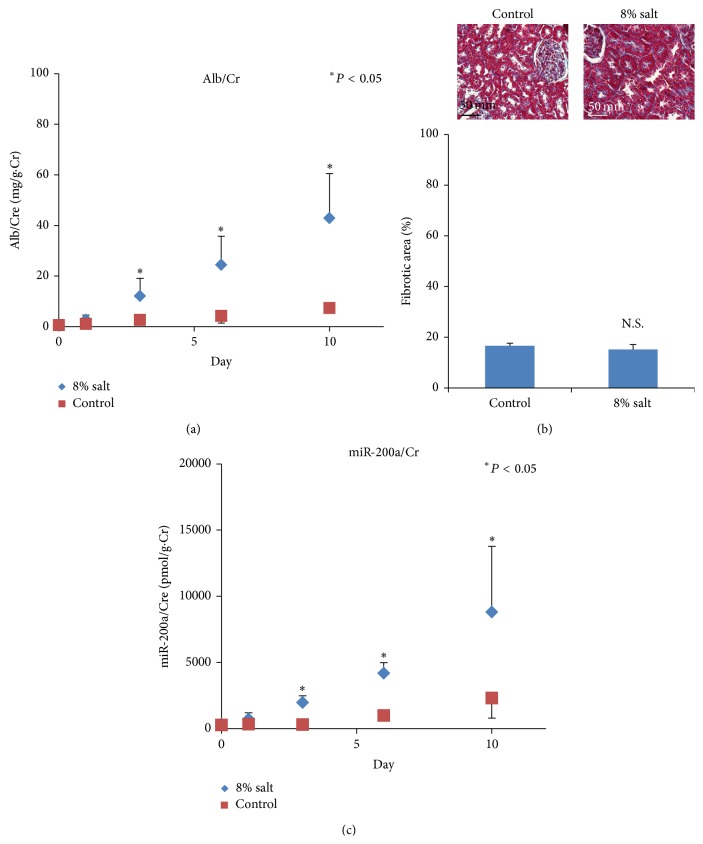
Assessment of urinary miR-200a in renal tubular dysfunction in rats. Urinary miRNA concentrations were measured with real-time RT-PCR 0, 1, 3, 6, and 10 days after administration of an 8% salt diet. (a) A high-salt diet induced urinary albumin excretion after day 3 of administration. (b) Light micrographs (Masson trichrome staining) of the kidney cortex at day 10. No significant difference in the percentage area of fibrosis was observed. N.S.: not significant. (c) Urinary miR-200a increased after day 3 of administration. The plot with bars shows the mean ± SD. ^*∗*^ *P* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

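Expression of miRNAs was measured by quantitative PCR on TaqMan array cards A and B in 12 tissues of SD rats (4 weeks old) and in 5 compartments isolated by laser microdissection, with 1 library per tissue and card and thus 34 cards. The microdissected samples were preamplified for 12 cycles. The authors took *C*_*P*_ values from the amplification plots with the SDS software and RQ Manager, and deposited them before normalization to U6, with 50 for wells without amplification. The files number the positions of each card from 1 to 384 and do not pair them with miRNAs. The paper states that the array definition was submitted with the data, and it was not used here. The human tissues and cells, the real-time RT-PCR measurements, and the mouse and rat injury models were not analysed here.

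Because positions were used without names, the tests planned before the data were examined for the miR-200 family, miR-122, miR-145, miR-133a, miR-133b, miR-192, miR-194, miR-216a, miR-216b, miR-217, and miR-449a were not run, and neither was normalization to U6. The planned rule was to report every miRNA the paper names and the miRNAs with the largest gaps between tissues or compartments; lists of marker miRNAs were also prepared and not used. In their place, *C*_*P*_ values were scaled on each card to the median of the positions detected in every library compared, which had been planned as an alternative to U6. The detection limit of *C*_*P*_ 35 is that of the paper, and undetected wells were set to 35. The 4 repeated positions (11, 12, 35, and 36) were left out of all comparisons by position.

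Rows of card B did not correlate between some libraries, so positions were compared across tissues on card A only. Proximal tubule and glomerulus were compared on both cards, since their rows correlated on both. Tissues were the units of the comparisons between groups of tissues. A position was counted for a grouping when it was detected in every tissue of the first group at a lower scaled *C*_*P*_ than in every tissue of the second, and all choices of groups of the same sizes were enumerated. Numbers of detected positions were compared by two-sided exact permutation tests. Correlations across tissues were tested with 100000 permutations, or by exact enumeration under 10 tissues. Shares of single libraries are given with 95% Wilson confidence intervals, which cover counting error only. Clustering used average linkage on correlation. Positions of one card are not independent replicates. The tissue classes were fixed before the data were examined, while counting positions by grouping, the grouping of Figure 2(a), the division by run length, and the lead of 3 cycles were chosen after the values were seen.

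The search for positions was tested on simulated data made by permuting each position of card A over the tissues. All 20 planted positions among 380 were recovered, 1 of 495 choices of tissues reached that number, and the permuted table without planted positions gave 0. The planted differences were large, permuting removed the differences between libraries, and 1 permuted table was used. The simulation thus checks that the search works, and not how often library differences alone would give such positions. Detection limits of 32 and 40, other values for undetected wells, other scalings, other classes of tissues, and leaving out each tissue were tried as alternatives. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.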

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

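The test of this part was chosen after the values were seen. Within the 9 tissues with a tubular structure, the mean *C*_*P*_ of the 4 repeated positions on card A was 22.2 in pancreas, and its gap to the nearest tissue was 0.515 of the range over the tissues, above the critical value of 0.493. Of 20 groups of values examined in this way, 1 stood out, which is the number expected by chance. Pancreas also had the fewest detected positions on card A (129). Less template in the library and a biological property of pancreas could both give late values, and the single library leaves both open. Leaving out pancreas raised the number of positions higher in all tubular tissues than in heart and skeletal muscle from 5 to 18.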

How the results depend on the processing

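Median scaling, the detection limits, the tissue classes, and the distance and linkage of the clustering were set before the data were examined; the other choices were made afterwards. The number of positions higher in all 8 tissues of Figure 2(a) was 5, and was 5 or 6 under 6 other scalings, limits, and values for undetected wells. With each tissue left out in turn it was from 5 to 7. The share of choices of tissues with as many positions stayed under 0.05 in all of these. This share is not a chance rate, as the grouping was made by the paper on these same libraries. With the longer runs kept among the 8 tissues, 1 of 35 choices gave as many, also under 5 of the alternatives; it was 2 of 35 with the mean of the repeated positions as the scale, which is above that share, and the cause was not tested.

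The 9 tubular tissues against heart and skeletal muscle gave 5 positions, with 8 of 55 choices as large. With values up to *C*_*P*_ 40 kept there were 8 positions, and with liver left out of the tubular tissues there were 9. Across the fits that each left out a tissue the number ran from 5 to 18, the highest without pancreas, with 12 without heart and 10 without skeletal muscle. With a tubular tissue left out, the number of choices with as many positions ran from 1 (of 45, without pancreas) to 10. With all of these tissues it was 3 of 55 with a limit of 32 and 13 of 55 with undetected wells at 40. It was 4 of 220 with spleen added to the non-tubular tissues and 3 of 165 with spleen added and liver left out, so this result crossed the threshold in both of these and without pancreas. The cause was not tested.

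Heart and skeletal muscle formed a branch of 2 on card A. Under the planned setting with both cards, the smallest branch with both held 7 tissues, and it also held 7 with values up to *C*_*P*_ 40 kept or with undetected wells at 40. It stayed at 2 with Euclidean distance, complete linkage, a limit of 32, scaling to the repeated positions, no scaling, and each other tissue left out. The cause was not tested.

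The median number of positions detected in the tissues on card B fell from 142.5 to 81 with a limit of 32, by the construction of the limit. The share of differing positions higher in proximal tubule than in glomerulus was 46.6%, and 19.1% with either the mean or the lowest of the repeated positions as the scale, since these differ by about a cycle between the samples. It was 54.6% when every difference was counted. Positions led by 1 tissue rose from 26 to 42 with values up to *C*_*P*_ 40 kept and to 41 with undetected wells at 40, and fell to 14 with a lead of 5 cycles. The difference in detected positions between shorter and longer runs on card A fell from 32.5 to 2.46 with values up to *C*_*P*_ 40 kept. The near-whole share was 36.5% in proximal tubule and 33.2% in glomerulus within 0.02 cycles, and 95.3% and 94.6% within 0.1 cycles, by construction.

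Alternatives set before the data were examined for U6 wells, other control RNAs, assay species, members of the miR-200 family, and random lists of miRNAs were not run, because the array definition was not used here. No paired analysis was possible because each tissue has 1 library.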

Other observations

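All tests in this part were chosen after the results were seen. The rows of card B did not correlate between 8 libraries (kidney, prostate, lung, liver, heart, skeletal muscle, spleen, and small intestine) and the other 9, with a median Spearman correlation of 0.060 leaving mammary gland out, against 0.758 among the 8 and 0.583 among the others, again without mammary gland (from 0.236 to 0.817). A candidate explanation is that the assays stand in a different order in some columns of card B. Positions 9, 10, 33, and 34 repeated nearly the same *C*_*P*_ in the 8 libraries (SD from 0.067 to 0.520 cycles), while their SD was 5.79 cycles or more in the other 9. The sets were formed without these positions. Poor RNA is argued against by card A, where the median correlation between the same libraries was 0.766. Run length went with this division, as 7 of the other 9 libraries were longer runs on card B and 1 of the 8 was. Longer runs as the whole cause are argued against by the exceptions. Prostate, a longer run, had a median correlation of 0.644 to the 7 shorter-run tissues. Proximal tubule and glomerulus, shorter runs, had a median correlation of 0.041 to these 7 tissues and of 0.574 to 6 longer runs. What links run length to the division stays open. Mammary gland correlated with no library on card B (from -0.064 to 0.140). The design gives no biological explanation to test.

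For the near-whole *C*_*P*_ values of proximal tubule and glomerulus, preamplification is argued against by the other 3 preamplified samples, which had at most 15.0% near-whole values. Rounding to whole cycles is argued against by the absence of exactly whole values (0 in both samples). Little template as the whole cause is argued against by wells with *C*_*P*_ above 20 and up to 24, of which at least 79.4% were near-whole in each sample. Other values go with a part for template: the share was lower at *C*_*P*_ up to 20 (55.6% in proximal tubule and 52.6% in glomerulus), and in the shorter-run tissues it was between 28.2% (skeletal muscle) and 56.5% (small intestine) at *C*_*P*_ above 36, against 16.7% (lung) at most at *C*_*P*_ up to 20. These bands hold few wells, 13 in lung above 36. The longer-run tissues go the other way, with shares above 36 of only 6.31% (salivary gland, 111 wells) to 12.4% (lacrimal gland, 97 wells). In proximal tubule and glomerulus the shares above 36 were 75.9% and 80%, no higher than at *C*_*P*_ above 28 and up to 32 (82.7% and 81%). The share also went with run length, and proximal tubule and glomerulus were shorter runs. On card A it was 15.0% to 31.0% in the other shorter runs and 8.65% to 12.8% in the longer runs. On card B the ranges overlapped, with 13.4% (spleen) to 25.3% (kidney) in the shorter-run tissues and 5.77% to 15.4% in the longer runs. A setting of the runs or of the software stays open: 0 other libraries had over 50% near-whole values, and the files name no setting.

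Of the 495 choices of 8 tissues, 2 gave as many positions as the 8 tissues of Figure 2(a), and of the 55 choices of 9 tissues, 8 gave as many as the 9 tubular tissues. All 5 longer runs are among the 8 tissues of Figure 2(a). The division by run length gave 3 positions higher in all longer runs (10 of 792 choices) and, in the opposite direction, 7 higher in all shorter runs (1 of 792). Run length as the whole cause of the 5 positions was examined with the choices that keep the longer runs among the 8 tissues. Of these, 1 of 35 gave as many positions, the real one, and with the mean of the repeated positions as the scale it was 2 of 35. The real choice was made by the paper on these same libraries, so these counts cannot exclude this cause. Run length stays open for the difference of the 5 longer-run tissues from the other 4. Without the longer runs, 12 of 35 choices gave as many positions as the split of kidney, lung, and small intestine from the other 4. An expression difference between the tissues also stays open, as a hypothesis.

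Fewer positions were detected in longer runs, by 81.5 positions on card B and by 32.5 on card A (two-sided exact permutation p of 0.00253 and 0.0985). With values up to *C*_*P*_ 40 kept, the difference was 59 on card B and 2.46 on card A (two-sided exact permutation p of 0.00379 and 0.883). The repeated positions also came later in longer runs, on card A (two-sided exact permutation test, p = 0.0202) and on card B (two-sided exact permutation test, p = 0.00379), as less template might give. Among the 12 tissues all longer runs are exocrine glands or bile duct, so run, template, and tissue cannot be told apart. On card B all longer-run tissues except prostate also belong to the libraries whose rows did not correlate with those of the shorter-run tissues. The card B numbers, and their relation to the repeated positions, may thus not count the same assays in all tissues.

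The later the repeated positions came, the fewer positions were detected. Over the 12 tissues, Pearson's r was -0.923 (permutation p = 2e-05, adjusted p = 4e-05) and Spearman's rho -0.923 (permutation p = 4e-05, adjusted p = 8e-05) on card A. On card B, r was -0.743 (permutation p = 0.00388, adjusted p = 0.00388) and rho -0.916 (permutation p = 1e-04, adjusted p = 1e-04). The adjustment is Benjamini-Hochberg over these 2 relations. Without pancreas and spleen, r was -0.841 on both cards. Within the 7 shorter runs, r was -0.842 (exact permutation p = 0.00675) and rho -0.821 (exact permutation p = 0.0341) on card A. On card B, r was -0.594 (exact permutation p = 0.165) and rho -0.75 (exact permutation p = 0.0663), in the same direction but not distinguishable from chance with 7 tissues. No correlation was computed within the 5 longer runs. On card A, pancreas came latest (22.2) and had the fewest detected positions (129). On card B, pancreas goes against the relation: its repeated positions came latest, at 23.3, yet 118 positions were detected. Lacrimal gland (20.1) had 76, salivary gland (19.8) 90, prostate (19.6) 122, and bile duct (18.6) 125, an order that goes with the relation.

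In the clustering of rat tissues over the 313 positions of card A detected in at least 1 tissue, heart and skeletal muscle formed a branch of 2. They shared position 69, with a *C*_*P*_ of 17.4 in heart and 16.5 in skeletal muscle. In intestinal villus, position 368 of card A had a *C*_*P*_ of 10.3, while the lowest value in any other library was 20.0, in bronchial gland. These positions were chosen after their values were seen.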
